A study of Mus musculus with 17 samples. Its data were reported in "Tumor cell-specific loss of GPX4 reprograms triacylglycerol metabolism to escape ferroptosis and impair antitumor immunity in non-small cell lung cancer" (2025).

How the data were processed

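The data were bulk RNA sequencing profiles of cells isolated from lung tumors of mice. KL mice carried inducible tumor-forming alleles, floxed Lkb1 (the gene symbol is Stk11) among them, and KLG4 mice carried in addition a modified Gpx4 allele from which exons could be removed in tumor cells after tamoxifen. Tumor cells, TRMs and MDMs, the macrophage populations as the study abbreviates them, were each profiled in 2 KL and 2 KLG4 libraries, which gave 12 libraries in 6 groups. Groups and replicate numbers were taken from the sample titles. The other 5 samples of the series were not analysed here.

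Per the labels and the methods of the study, paired-end reads were trimmed with Trim_galore, aligned with Hisat2 to the mouse genome GRCm38 with Ensembl annotation, and counted per gene with featureCounts without regard to strand. The authors deposited RPKM values, reads per kilobase of gene scaled to the counted reads of the library, in a separate table for each population. No factor between libraries had been applied to these RPKM values. The authors' deposited tables also held their own log2 fold changes, p-values and adjusted p-values, and in the TRM and MDM tables a mean log2 level and a test statistic, an F score, that were not used here. The authors named DESeq2 in their methods, whereas the columns of the deposited TRM and MDM tables were those of the edgeR quasi-likelihood test. Gene length was deposited in the tumor cell table only and was carried to the other tables by gene name, which gave a length to 95.6% of genes in the TRM table and 93.8% in the MDM table. Spreadsheet software had turned some gene names into dates, 21 in the tumor cell table, 19 in the TRM table and 19 in the MDM table. These genes stayed in the tests and were not eligible to be named.

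Because a gene was counted over all its exons, Gpx4 values included reads from exons that the design does not remove. Counting without strand also leaves overlapping and antisense genes uncertain, as it does for genes with near-identical copies, such as immunoglobulin segments, ribosomal protein pseudogenes and nuclear copies of mitochondrial genes.

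The depth of each library was recovered from the RPKM values. A value multiplied by gene length was a whole multiple of a step per library for 100% of the genes below 2000 reads, with a distance of less than 0.05 from a whole number. The inverse of the step gave the total number of counted reads. Of the counts below 30, between 17.4% and 32.5% were odd, where about as many odd as even counts would arise from independent reads. Both mates of a pair were therefore mostly counted, each as a read, and counting noise is larger than the read totals imply.

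Each table was tested alone with limma (version 3.58.1, R 4.3.3) on log2(RPKM + 0.1), with a mean-variance trend and no covariate, for genes with at least 1 RPKM in at least 2 of the 4 libraries. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes of a table. All fold changes are on the log2(RPKM + 0.1) scale, which understates the change of low genes. Counts at the threshold of the study, an unadjusted p under 0.05 and at least 2-fold, are given beside those at an adjusted p under 0.05. The values are not counts, so no count model was the main test. Gene sets were tested with camera at a preset inter-gene correlation of 0.01 over 18 sets, of which 10 were lists used in the study, 7 were compiled independently of the data and the last held the 10 triacylglycerol (TAG) synthesis genes of the study. Fry and an estimated correlation were run beside it. The percentile of the TAG list was taken among 10000 random lists of genes of similar level. Cell types and sex were described with 17 marker lists.

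The genes named were fixed by a rule: in each population the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05 (or at the threshold of the study where fewer than 10 genes passed), with both KLG4 libraries on the same side of both KL libraries and a group mean of at least 5 RPKM. Gpx4, Stk11, the TAG synthesis genes, genes within 250 kb of Gpx4 and members of the lists were named as well. Some genes that the rule selects are not reported here. The groups, tests, named genes and most alternatives were fixed before the data were examined. Alternatives covered the pseudocount (1 and 0.01), the filter, quantile and TMM scaling, the trend, the replicate number as a block, the deposited statistics of the authors, and leaving out each library. Chosen after the data were seen were limma-voom on the recovered reads with TMM factors, rescaling to reads outside mitochondrial genes and 7 nuclear copies of them, and TMM scaling for the gene sets. TMM factors were computed without weights.

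Gene coordinates are those of the GRCm38 annotation. Of 15919 genes of the tumor cell table with a single entry in that annotation, 84.9% had the same start and end and 99.98% overlapped. The tests were checked on simulated data made with the spread of each table, in which 200 genes were changed 4-fold. An adjusted p under 0.05 recovered 81% of them among 13770 genes in tumor cells, 58% among 10990 in TRMs and 0% among 10475 in MDMs. Changes of that size were thus not recovered at the spread of the MDM table. Tables were joined with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.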

Results

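Tumor cells, TRMs and MDMs from KL and KLG4 lung tumors were profiled by RNA sequencing, with 2 libraries per group. The recovered depth in tumor cells was 17.6 and 15.9 M (megareads) of counted reads in the KLG4 libraries and 36.6 and 30.2 M in the KL libraries. In TRMs it was 26.8 and 11.8 M in KLG4 and 10.0 and 9.14 M in KL. In MDMs it was 26.1 and 26 M in KLG4 and 18.6 and 10.4 M in KL.

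Libraries differed in ways that the groups do not fully explain. Mitochondrial genes and their nuclear copies took 14.9% and 14.7% of reads in the KLG4 tumor cell libraries and 7.39% and 8.28% in the KL ones. The share in TRMs was 2.97% and 5.81% in KLG4 against 31.6% and 22.5% in KL. In MDMs it was 0.927% and 1.33% in KLG4 against 2.77% and 7.36% in KL. Sex also differed. Xist, a transcript of the inactive X chromosome, was at 18.3 and 20.2 RPKM in the KLG4 TRM libraries and at 0.257 and 0.501 RPKM in the KL ones, whereas the Y-linked gene Eif2s3y was listed at 0 in both KLG4 TRM libraries and at 12.3 and 14.7 RPKM in the KL ones. Sex and genotype therefore cannot be told apart in TRMs, although the study describes its mice as matched for sex. Among MDMs, Xist was at 19.4, 19.4 and 21.8 RPKM in KLG4 replicates 1 and 2 and KL replicate 1, and at 0.839 RPKM in KL replicate 2. Each tumor cell library held both Xist (4.17 to 6.18 RPKM) and Eif2s3y (7.27 to 9.26 RPKM).

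**Figure D1:**
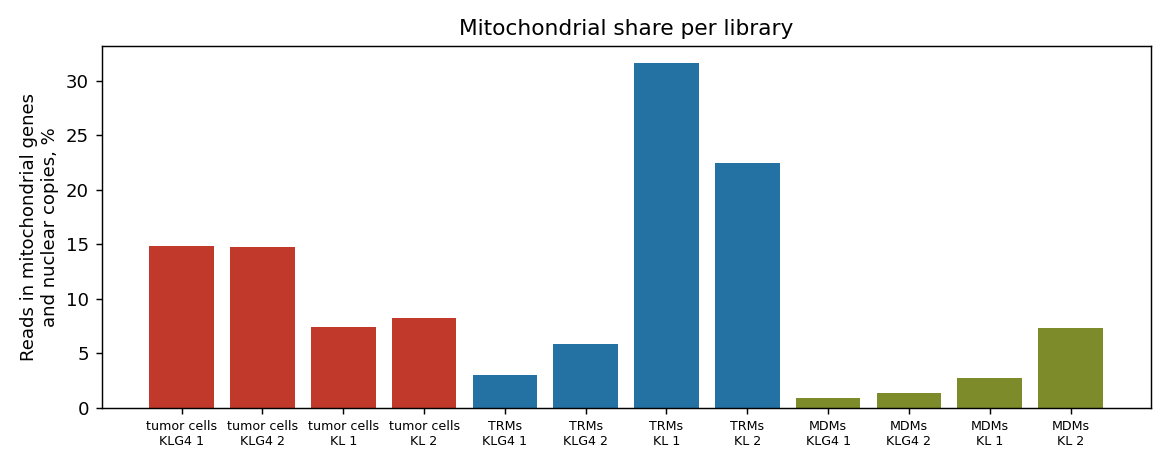
Share of reads in mitochondrial genes and their nuclear copies (y axis, percent) for each of the 12 libraries (x axis), with a bar per library. The KL TRM libraries reached 31.6% and 22.5%, and the KLG4 TRM libraries 2.97% and 5.81%.

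The 2 KLG4 tumor cell libraries were close to each other. Over 16260 genes with at least 20 reads in the pair, the chi-square statistic per gene was 3.28, against 60.4 over 15802 genes for the KL pair of tumor cells. The other replicate pairs gave 42.4 and 31.4 in TRMs (KLG4 and KL) and 28.9 and 131.6 in MDMs. Since the mates of a pair were mostly both counted, a value somewhat above 1 is within reach of counting noise, but the statistic of the KLG4 tumor pair rose with the read number, from 2.52 at 20 to 100 reads to 3.51 at 1000 to 10000 reads. The pair thus differed by slightly more than counting noise and was kept as 2 samples. Its spread is not shown to be that between animals, so the p-values and counts of calls in tumor cells may be overstated.

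The targeted gene was examined first. Gpx4 (chromosome 10, 80047166 to 80056439, plus strand, protein-coding) was at 56.4 and 61.9 RPKM in the KLG4 tumor cell libraries and at 95.0 and 76.8 RPKM in the KL ones, with means of 59.1 ± 3.88 and 85.9 ± 12.8 RPKM (SD, n = 2). Its log2 fold change was -0.53 with a standard error of 0.15 and an adjusted p of 0.036 in limma. Under the scaling that moved it most, to reads outside mitochondrial genes, the log2 fold change was -0.42 and no longer past an adjusted p of 0.05. The level in the KLG4 tumor cell libraries was counted over all exons and includes Gpx4 reads of any other cells in them, which were not separated. In TRMs, where no removal is designed, Gpx4 was at 53.8 and 57.0 RPKM in KLG4 and 89.8 and 88.2 RPKM in KL, a log2 fold change of -0.68 with an adjusted p of 0.070 in limma. In the authors' deposited table the TRM value was -1.05 with an adjusted p of 0.011. In MDMs it was at 93.6 and 97.7 RPKM in KLG4 and 44.9 and 71.3 RPKM in KL, a log2 fold change of 0.76 with an adjusted p of 0.679 in limma, which was 0.42 without KL replicate 1 and 1.09 without KL replicate 2.

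The floxed gene of the model was read as a gene total. Stk11 (chromosome 10, 80115803 to 80130682) was higher in KLG4 tumor cells, at 61.6 and 61.6 RPKM against 25.9 and 25.8 RPKM, with a log2 fold change of 1.25 and an adjusted p of 9.0e-04 in limma. Its log2 fold change was 0.88 in TRMs (adjusted p 0.059) and 1.49 in MDMs (adjusted p 0.679), and the KLG4 libraries lay above the KL libraries in both.

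**Figure D2:**
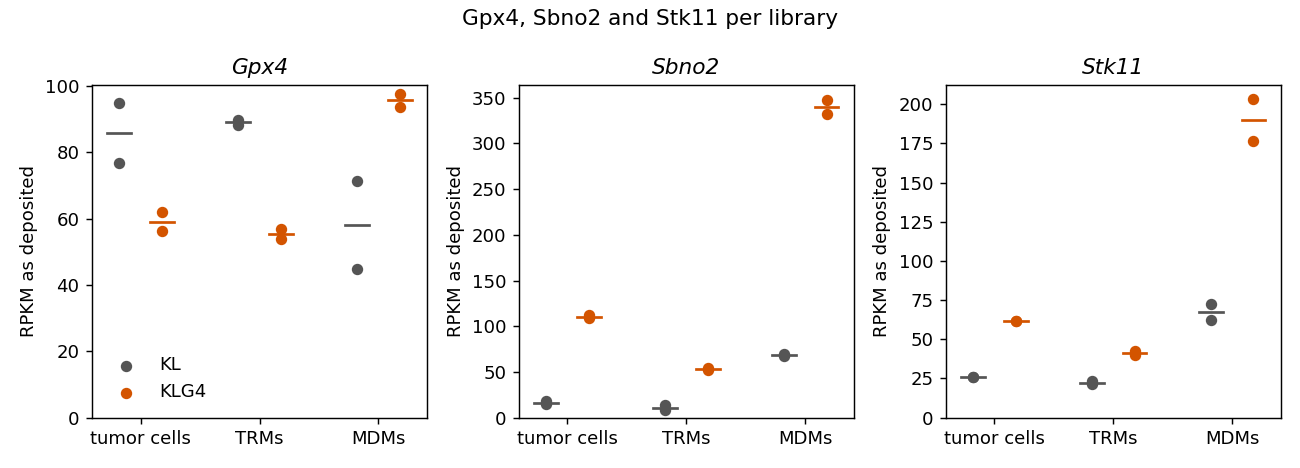
RPKM as deposited (y axis) of Gpx4, Sbno2 and Stk11 in each library of the 3 populations (x axis), where points are libraries and lines are group means. Gpx4 was lower in KLG4 tumor cells and TRMs and higher in KLG4 MDMs, while Sbno2 and Stk11 were higher in KLG4 in each population.

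In tumor cells, 5543 of 13770 genes had an adjusted p under 0.05, with 2843 higher and 2700 lower in KLG4. At the threshold of the study the number was 3281, with 2281 higher and 1000 lower (69.5% higher), and quantile scaling gave 1934 higher and 1690 lower (53.4%). The filter at a mean of at least 5 RPKM moved the number of calls most, to 3284 among 7029 genes. The largest increases under the naming rule were immunoglobulin segments. Igkv6-23 (chromosome 6, 70260409 to 70260955) was at 150.7 and 153.2 RPKM in KLG4, and Ighv2-2 (chromosome 12, 113588267 to 113588702) at 148.6 and 144.5 RPKM. Both were listed at 0 in the KL libraries. Ighj4, Ighv5-4 and Iglj1 had log2 fold changes of 10.25, 10.20 and 9.94. Reads of such segments are shared between near-identical copies, so the gene assigned is uncertain. The largest decreases were Gm5279 (-4.92), Gm10075 (-4.33), Gm11361 (-4.02), RP23-457J22.8 (-4.02) and Rpl15-ps2 (-3.94), with adjusted p-values from 8.1e-04 to 0.042 in limma. Pseudogenes such as Rpl15-ps2 share reads with their parent genes.

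In TRMs, 198 of 10990 genes had an adjusted p under 0.05, with 150 higher and 48 lower. At the threshold of the study there were 1546, with 1322 higher and 224 lower. Both counts depended strongly on scaling, since the median log2 fold change over all genes was 0.38. Rescaling to reads outside mitochondrial genes brought the number of calls to 11 and the median to 4.3e-05. The share of higher genes at the threshold of the study was 85.5% as deposited, 54.5% after that rescaling and 50.4% under quantile scaling. The largest increases were Mir6936 (66.4 and 22.1 RPKM, listed at 0 in KL), Gm27733, Gm21742 (11.2 and 7.92 RPKM, listed at 0 in KL), Gm27927 and Xist. Gm27733 and Gm27927 lie inside Xist and share its reads. Gm21742 is annotated on the Y chromosome but was higher in the Xist-positive libraries, so its identity is uncertain. The largest decreases included Eif2s3y and Ddx3y, both Y-linked, and Nrn1 (-3.87), Scgb3a1 (-3.75) and Gm24187 (-3.68), each with an adjusted p of 0.035 in limma. Of the 198 calls, 190 had a chromosome, and 13 of these were on X or Y.

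In MDMs, 0 of 10475 genes had an adjusted p under 0.05, and 706 had an unadjusted p under 0.05. At the threshold of the study there were 430, with 108 higher and 322 lower (25.1% higher), against 12.3% higher in the authors' deposited table. The smallest adjusted p was 0.679 in limma, and the simulated 4-fold changes were not recovered at this spread, so the count of 0 does not show that genes were unchanged. The genes named at the threshold of the study were Gm27175 (3.98), Gm37847 (3.08), Ccl24 (2.43), Mir24-2 (2.37) and Sbno2 (2.31) among increases. Decreases among them were Gm24187 (-4.10), Gm29015 (-3.88), Mir5130 (-3.86) and Mhrt (-3.85). Gm29015 and Mhrt overlap Myh7, and the KLG4 replicates of Mhrt were at 0.348 and 6.11 RPKM.

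The study asked what underlies increased TAG synthesis in tumor cells without Gpx4 and examined a list of TAG synthesis genes. It also reports RT-qPCR, single-cell data and histone marks for some of these genes, which were not examined here. In tumor cells all 10 genes of the list were higher in KLG4, and the median log2 fold change was 1.09, at the 99.85th percentile of 10000 random lists. Of the 10 genes, 7 had an adjusted p under 0.05 over all genes and 8 when adjusted over the list alone, while 9 had an unadjusted p under 0.05. The p-value of fry was 8.6e-04. The study chose the list on these libraries, so this is not independent evidence. Apoe (chromosome 7, 19696109 to 19699188) changed most, at 440.6 and 446.4 RPKM in KLG4 and 33.4 and 36.5 RPKM in KL, with a log2 fold change of 3.66 and an adjusted p of 7.8e-05 in limma. Dgat2 was at 2.81 and 2.81 RPKM in KLG4 and 1.07 and 0.590 RPKM in KL (1.70, adjusted p 0.0094 in limma). It was at 14.7 and 21.3 RPKM in KLG4 MDMs and at 1.67 and 1.99 RPKM in KLG4 TRMs. Whether RNA of other cells adds to the rise in tumor cells was not tested for genes of the list apart from Apoe. Gpd1l (0.40, adjusted p 0.129), Gpam (0.71, adjusted p 0.083) and Srebf2 (0.45, adjusted p 0.094) did not pass in limma. In the authors' deposited table the adjusted p was 0.065 for Gpd1l, 0.039 for Gpam and 0.033 for Srebf2, so that Gpam and Srebf2 passed there. In TRMs the median over the 10 genes was 0.65, against 0.38 for all genes, and it fell to 0.26 after rescaling to reads outside mitochondrial genes. There 9 of 10 genes were higher, 1 had an adjusted p under 0.05 over all genes (Pla2g7, 1.16) and 3 when adjusted over the list alone. In MDMs the median over 8 genes was -0.21, 3 genes were higher and 0 passed on either adjustment (0 had an unadjusted p under 0.05). It turned to 0.22 without KL replicate 2 and was -0.44 without KL replicate 1.

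Of the 18 gene sets, 12 had an adjusted p under 0.05 in tumor cells by camera, 11 higher and 1 lower in KLG4. All 12 also passed under fry and 0 under the estimated correlation, where the smallest adjusted p was 0.348. The smallest adjusted p by camera was that of the IFNg production list (5.1e-09), with a median log2 fold change of 1.06 and 74 of 95 genes higher. Antigen processing and presentation (0.98, 62 of 79 genes higher) and MHC class II (1.87, 6 of 6 genes higher) were among them, and cholesterol synthesis was the lower one (-0.38, 5 of 20 genes higher). The ferroptosis list did not pass (-0.19, adjusted p 0.501 by camera, a limma function). In TRMs the interferon response list alone passed, as lower relative to other genes (adjusted p 0.0040 by camera in limma), although its median was 0.01. It did not pass under quantile or TMM scaling, fry or the estimated correlation. In MDMs, MHC class II (-0.96), interferon response (-0.38) and proliferation (-0.71) passed as lower, each with an adjusted p of 0.014 by camera in limma, and none of them under fry or the estimated correlation. Without KL replicate 2 these medians were -0.29, -1.26 and 0.01, and without KL replicate 1 they were -1.58, 0.51 and -1.54, each against a single KL library.

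Marker lists described the composition of each population. In tumor cells the plasma cell, fibroblast, T cell and leukocyte lists were higher in KLG4, with median log2 fold changes of 5.91, 4.10, 3.99 and 3.47. The neutrophil (3.25), B cell (3.22), monocyte-derived macrophage (3.18) and alveolar macrophage (2.13) lists were higher as well. Ptprc was at 26.7 and 27.4 RPKM in the KLG4 tumor cell libraries and at 0.834 and 2.06 RPKM in the KL ones. The AT2 (-1.56), AT1 (-1.47) and gastric epithelium (-0.86) lists were lower, and the club (0.85), ciliated (0.29) and endothelial (0.92) lists were higher. Sftpc, an AT2 gene, fell from 1324 and 1506 RPKM in KL to 331.1 and 335.3 RPKM in KLG4. In TRMs and MDMs the AT2 lists were lower in KLG4 (-1.13 and -2.0), as were the AT1 (-1.35 and -1.34) and fibroblast lists (-1.33 and -1.74). The fibroblast values leaned on KL replicate 2. The median RPKM of that list was 0.46 and 1.40 in KL TRM replicates 1 and 2, and 0.69 and 3.70 in the KL MDM ones. It was 0.27 and 0.27 in KLG4 TRMs and 0.41 and 0.41 in KLG4 MDMs. Of the genes on these lists, at least 1 RPKM in both KL tumor cell libraries was found for 10 of 10 AT2, 7 of 10 fibroblast, 5 of 10 leukocyte, 5 of 10 neutrophil, 2 of 10 plasma cell and 1 of 10 T cell genes, and 0 genes were on more than 1 list. In tumor cells the Y-linked list moved by -0.07 and the X inactive transcript list by 0.27. The erythroid lists gave -0.64 in TRMs and -0.94 in MDMs.

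**Figure D3:**
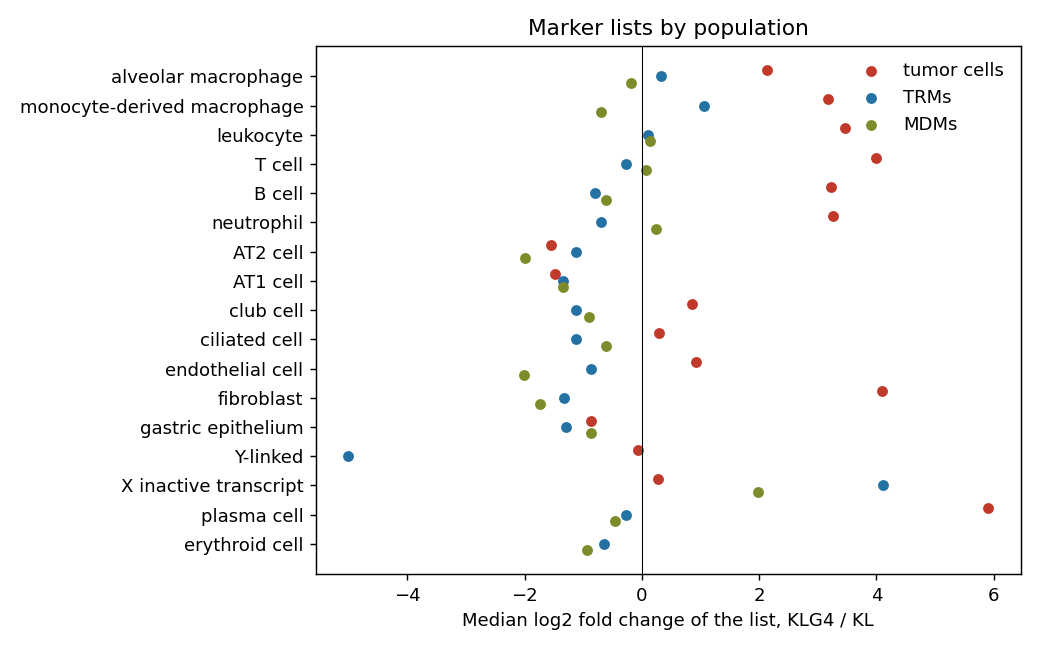
Median log2 fold change of KLG4 over KL (x axis) for each marker list (y axis), with a point per population for the list members in its table (1 to 10 genes). Immune and fibroblast lists lay at 2.13 or above in tumor cells, and AT2 and AT1 lists lay below 0 in each population.

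Genes around Gpx4 were compared because the modified allele carries added sequence, a promoter included, at that locus. Of the 25 other tested genes within 250 kb in tumor cells, 9 were higher and 16 lower, and 11 had an adjusted p under 0.05. In TRMs 17 of 24 were higher and 1 had an adjusted p under 0.05, and in MDMs 17 of 23 were higher and 0 had one (6 had an unadjusted p under 0.05). The median over the 24 genes in TRMs was 0.43, close to the 0.38 of all genes, so the count in TRMs does not set the region apart. Sbno2 (chromosome 10, 80056992 to 80105571), the next gene beyond Gpx4, was higher in KLG4 in each population. It was at 108.6 and 112.4 RPKM against 14.5 and 17.8 RPKM in tumor cells (log2 fold change 2.78, adjusted p 2.5e-04), at 54.5 and 52.2 against 8.12 and 13.8 RPKM in TRMs (2.32, adjusted p 0.036), and at 347.1 and 332.7 against 69.3 and 67.8 RPKM in MDMs (2.31, adjusted p 0.679), all in limma.

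**Figure D4:**
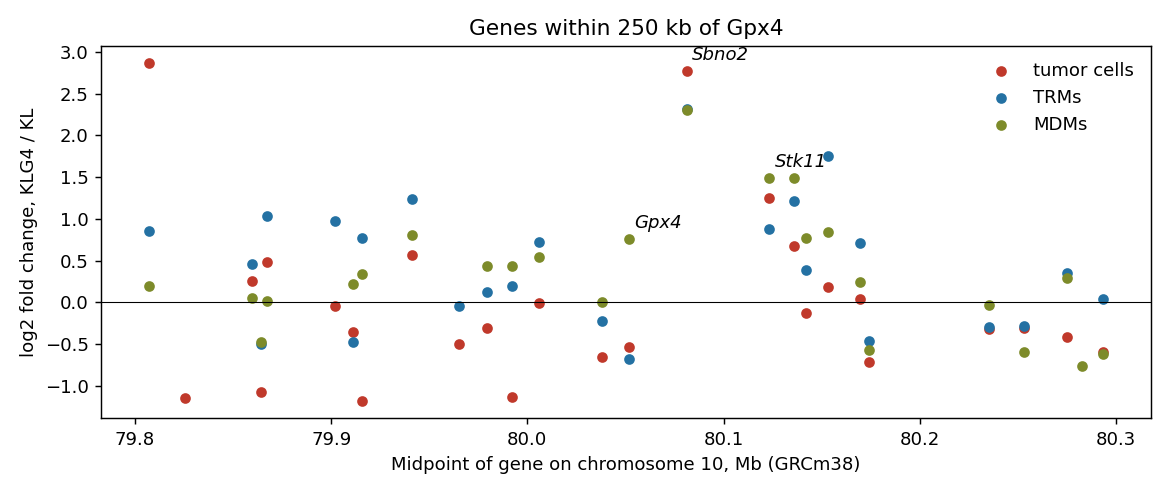
Log2 fold change of KLG4 over KL (y axis) of the tested genes within 250 kb of Gpx4 by the midpoint of the gene on chromosome 10 in Mb (x axis), with a point per gene and population. Sbno2 lay at 2.78 in tumor cells, 2.32 in TRMs and 2.31 in MDMs.

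The KLG4 to KL differences were compared between populations across genes, which are not independent replicates, so no p-value is given. Pearson's r of the log2 fold changes was 0.090 between tumor cells and TRMs (10219 genes, Spearman's rho 0.147), 0.077 between tumor cells and MDMs (9621 genes, 0.170) and 0.486 between TRMs and MDMs (9283 genes, 0.412). The value for TRMs and MDMs was 0.350 without MDM KL replicate 2. Single libraries also moved the low values, in both directions. For tumor cells and TRMs they ranged from 0.047 without TRM KLG4 replicate 2 to 0.126 without TRM KLG4 replicate 1. For tumor cells and MDMs they ranged from 0.020 without MDM KLG4 replicate 1 to 0.122 without MDM KLG4 replicate 2. At the threshold of the study, 8 genes were higher and 35 lower in all 3 populations. The lower ones included 7 genes of the AT1 and AT2 marker lists and 4 mitochondrial genes, whose reads are shared with nuclear copies.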

Values the study reported

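From PCR of genomic DNA, the study proposes that exons 5–7 of Gpx4 were deleted in tumors and not in the other tissues tested. In cells sorted from tumors, it reports that Gpx4 was rearranged selectively in tumor cells. It also reports less GPX4 protein in tumor cells, without such a decrease in endothelial, stromal or immune cells.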

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

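The tests in this part were chosen after the results were seen, apart from those that leave out KL replicate 2 from the MDM lists, and an exploratory fit and the marker lists had been seen before any of them. Results were looked at for opposite directions between populations, where both KLG4 libraries lay above both KL libraries in 1 population and below them in another. Of 89 comparisons over 31 results, 14 met this. The number expected by chance was 4.94 if populations were independent and no result differed by genotype. Many genes did differ in tumor cells, and a result can count in more than 1 pair, so the excess shows little. The difference itself was not tested in any of them. List effects here are means over the genes of a list, and those in TRMs include the shift of 0.38 of all genes.

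Gpx4 fell in KLG4 tumor cells (-0.53) and TRMs (-0.68) and rose in MDMs (0.76), a difference of -1.29 between tumor cells and MDMs and of -1.44 between TRMs and MDMs. The design names tumor cells alone as the cells that lose Gpx4. In TRMs, the larger mitochondrial share of the KL libraries argues the other way, since the log2 fold change was -1.08 after rescaling to the other reads. Tumor cell RNA carried into the KL TRM libraries could account for 3.0 RPKM of a decrease of 33.6 RPKM at the median share of 3.50% of the surfactant genes Sftpc, Sftpb, Sftpa1 and Sftpd of AT2 cells, and for 5.88 RPKM at the highest of their shares (6.85%). The sex of the animals and an effect of the modified allele itself stay open in TRMs and were not tested for this gene.

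Pla2g7 rose in tumor cells (1.41) and TRMs (1.16) and fell in MDMs (-0.76), with differences of 2.17 and 1.92. No explanation of these opposite directions, technical or biological, was tested for this gene.

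The means of 4 immune lists were higher in KLG4 tumor cells and TRMs and lower in KLG4 MDMs. The differences of tumor cells and of TRMs to MDMs were 1.53 and 0.65 for antigen processing and presentation, 1.65 and 0.62 for IFNg production, 1.25 and 0.52 for T cell activation, and 2.86 and 1.21 for MHC class II. The MDM means were -0.21, -0.06, -0.03 and -0.93 in that order, while the MDM medians of IFNg production (0.02) and T cell activation (0.10) lay above 0, so a decrease of these lists in MDMs is not shown. The MHC class II mean in TRMs (0.29) lay below the shift of all genes. In tumor cells, cells of other types among the KLG4 cells are a candidate explanation: 27 genes that were abundant in both TRMs and MDMs and under 5 RPKM in KL tumor cells were higher in both KLG4 libraries in 100% of cases, against 44.2% of 4635 other genes as low in KL. An immune-related change within tumor cells stays open. In MDMs, the MHC class II median was -0.96 with all libraries, -0.29 without KL replicate 2 and -1.58 without KL replicate 1. Most of the decrease thus rested on KL replicate 2. Without it 1 KL library is left, so a decrease due to KL replicate 2 and one due to the genotype cannot be told apart. The median of the monocyte-derived macrophage list was 38.7 RPKM in KL replicate 2, 8.37 in KL replicate 1 and 10.5 and 8.59 in KLG4. The neutrophil list was at 55.5 RPKM in KL replicate 2, 170.2 in KL replicate 1 and 151.3 and 142.0 in KLG4. Whether this difference in cell markers accounts for the decrease was not tested.

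The fatty acid synthesis list differed by -0.71 between tumor cells (-0.20) and TRMs (0.52), and the NRF2 targets list by 0.67 between tumor cells (0.42) and MDMs (-0.26). Part of the TRM value is the shift of all genes. No biological explanation was tested.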

How the results depend on the processing

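Alternatives were applied one at a time to 21 results, which gave 204 values. Of these, 162 kept their direction and side of the threshold (or stayed within 1.5 times for counts), 26 were weaker, 9 stronger, 6 moved and 1 reversed. Of the 162, 15 could not have come out otherwise, since the naming rule puts both KLG4 libraries on one side of both KL libraries and another pseudocount or leaving out 1 library cannot reverse such a gene. The 162 also include the MDM counts of genes with an adjusted p under 0.05, which were 0 in every setting. They show no stability either, because simulated 4-fold changes were recovered in 0% of cases in MDMs. Quantile scaling, whose outcome the rule does not fix, kept the direction of the 10 genes named by rule in each population. That outcome shows little, because a reversal was hardly possible. The smallest of these changes was 2.31 (Sbno2 in MDMs), whereas quantile scaling moved the median over all genes in TRMs from 0.38 to -0.0098. The causes below were not tested except where the alternative itself shows them. The tables hold RPKM, and the alternatives planned for deposited counts (DESeq2, its size factors, and a filter on counts) were not run. The recovered reads were used for limma-voom.

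In tumor cells the filter at a mean of at least 5 RPKM gave 3284 genes with an adjusted p under 0.05 and 1486 at the threshold of the study, where fewer genes were tested. Gpx4 in tumor cells was -0.52 with TMM factors, -0.50 in the authors' deposited table and -0.42 after rescaling to reads outside mitochondrial genes, and no longer past the threshold in these 3. The TAG median was 1.16 in the authors' deposited table, and 1.05 to 1.13 in the fits that each left out 1 library. With the estimated correlation 0 gene sets passed in tumor cells, 0 in TRMs and 0 in MDMs (12, 3 and 3 had an unadjusted p under 0.05 at the preset correlation). Quantile scaling gave 2585 higher and 4130 lower calls in tumor cells, with a median of -0.25 over all genes.

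In TRMs the number of genes with an adjusted p under 0.05, 198 as deposited, was 490 with a pseudocount of 1, 122 with 0.01, 120 with no filter, 557 at a mean of at least 5 RPKM, 60 under quantile scaling, 36 with TMM factors, 12 without the trend, 628 in the authors' deposited table, 760 with limma-voom and 11 after rescaling to reads outside mitochondrial genes. Of the 198 genes, 56 remained under quantile scaling, 35 with TMM factors and 159 with limma-voom. At the threshold of the study, 1546 as deposited, it was 932 with a pseudocount of 1, 665 at a mean of at least 5 RPKM, 893 under quantile scaling (50.4% higher), 892 with TMM factors (56.5%), 805 with limma-voom (55.3%) and 902 after rescaling (54.5%), while the authors' deposited table gave 602 higher and 602 lower. These scalings removed the shift of 0.38. Gpx4 in TRMs was -1.05 in the authors' deposited table and past its threshold there. The TAG median was 0.29 in that table, and 0.58 to 0.93 when single libraries were left out. Gene sets numbered 12 with fry, 0 under quantile scaling and 0 with TMM factors.

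In MDMs the number at the threshold of the study was 279 with a pseudocount of 1, 688 with no filter, 158 at a mean of at least 5 RPKM and 818 in the authors' deposited table (12.3% higher). The TAG median ranged from -0.44 to 0.22 when single libraries were left out and reversed to 0.22 without KL replicate 2. Fry gave 0 gene sets. The correlation of TRMs and MDMs ranged from 0.350 to 0.520, with the lowest value without MDM KL replicate 2.

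Samples with the same replicate number did not deviate together, with correlations of 0.019 in tumor cells, -0.060 in TRMs and 0.054 in MDMs, so the numbers do not pair them. With the replicate number as a block, 470 genes had an adjusted p under 0.05 in TRMs, 5388 in tumor cells and 0 in MDMs (744 unadjusted). The TAG median in TRMs stayed at 0.65 with the block but was counted as weaker. Without the block that list passed in TRMs by fry (p 0.013) and not by camera (adjusted p 0.254).

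The spread between libraries limits the MDM results, where simulated 4-fold changes were recovered in 0% of cases, against 81% in tumor cells and 58% in TRMs with as many libraries. Depth was lowest in the TRM KL libraries, at 10.0 and 9.14 M reads with 31.6% and 22.5% of them mitochondrial.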

Other observations

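The tests on leukocyte scaling, on X and Y genes, on neutrophils and on KL replicate 2 of MDMs were written down before their own result was seen but after an exploratory fit and the marker lists, and all other tests here were chosen after the result was seen. Explanations were judged by cutoffs of 90% of genes, a majority of genes or of the level, 2-fold, 4-fold and a shift of 0.1 on the log2 scale.

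The KLG4 tumor cell libraries held more transcripts of other cell types than the KL ones. Scaling does not account for this, since the leukocyte list was 3.22 under quantile scaling and 3.47 as deposited. A lower share of epithelial cells alone would raise all other lists alike only if epithelial cells expressed none of the listed genes. The 9 non-epithelial lists moved apart, by medians over their 78 tested genes. These ran from 1.18 for endothelial cells and 2.13 for alveolar macrophages to 5.91 for plasma cells. List ranks as far apart were reached by a share of 2.0e-04 of 10000 relabellings of genes (a one-sided permutation test over genes, which are not independent), and by a share of 1.0e-04 over all 84 listed genes in the table. Some listed genes were high in KL tumor cells, such as Sdc1 (180.4 and 166.5 RPKM, plasma cell list) and Sparc (115.7 and 146.2 RPKM, fibroblast list). Lists can therefore move apart under a lower epithelial share too, and the test does not exclude it. Cells or RNA of other types in the KLG4 libraries, with 27 genes higher in 100% of cases, is a candidate explanation. Whether this came with sorting or from the tumors was not tested.

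Apoe, the gene of the TAG list that changed most, might come from such cells. The TRM genes Chil3, Ear2, Marco and Car4 in the KLG4 tumor cell libraries put the share of TRM RNA at 3.26%, which allows 15.97 RPKM of Apoe, and the median share over 9 genes of the alveolar macrophage list allows 28.5 RPKM. Apoe was at 440.6 and 446.4 RPKM there, so TRM RNA alone does not account for it. For MDM RNA, 9 genes of the monocyte-derived macrophage list were at 8.29% to 150.2% of their level in KLG4 MDMs, and their median share of 73.9% allows 328.9 RPKM. RNA of MDMs is thus not excluded by this list, and their neutrophil genes (12.7% of the MDM level) do not measure macrophages. The leukocyte list argues for a smaller share than 73.9% of RNA with the mix of cells in the MDM libraries. Those libraries held abundant neutrophil transcripts, and the list is not specific to macrophages. The share of macrophage RNA alone is therefore not bounded by this list. Its median level was 23.8 and 23.8 RPKM in KLG4 tumor cells, against 101.4 and 99.7 RPKM in KLG4 MDMs. Of its genes, Cd48 alone was not lower in KLG4 tumor cells than in KLG4 MDMs. From these libraries, MDMs, fibroblasts and the tumor cells themselves cannot be told apart as sources. The genes of the macrophage list give shares too far apart for that. The study reports APOE staining in sorted tumor cells of both genotypes, which was not examined here.

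The KLG4 tumor cell libraries differed little more than by counting noise. Libraries made from a single pool of cells or RNA could give this. The 121 immunoglobulin V genes, whose use would differ between animals, had a median absolute log2 ratio of 0.17 between the libraries, against 0.09 for 6887 other genes, and 118 of them were within 2-fold (the largest was 1.5). No other replicate pair had at least 10 such genes for comparison (0 pairs). Each of the 4 tumor cell libraries held Xist, Eif2s3y and Ddx3y at 4.17 RPKM or more, whereas in each TRM library either Xist or both Y-linked genes were at 0.50 RPKM or less. This argues against libraries made from 1 animal each, in KL as in KLG4. That inference departs from the study, which gives 2 mice per group for this sequencing and describes its mice as matched for sex. RNA passed between libraries and Xist expression in male cells were not tested. A pool divided between the KLG4 libraries and separate sets of several animals cannot be told apart, because no other pair shows how far V genes differ between such sets.

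Sbno2 lies next to Gpx4 and was higher in KLG4 in each population. Scaling does not account for it, as its lowest log2 fold change under TMM or quantile scaling was 1.95. If the modified allele acted on nearby genes, several genes higher in all 3 populations might lie near Gpx4. That was not met: of the 8 such genes (2610306O10Rik, Arg1, Ccdc80, Ccl24, Gm16575, Retnla, Sbno2 and Tiam1), 1 lay within 250 kb, Sbno2 itself. These genes are named outside the rule, after their values were seen. The chance of at least 1 of 8 in the window was 0.020, but Sbno2 had been singled out beforehand. Other neighbors moved the same way below that threshold: of 22 genes in the window apart from Gpx4, 6 (Arid3a, Sbno2, Stk11, Cbarp, Midn and Cirbp) had both KLG4 libraries above both KL libraries in all 3 populations, against 7.58% of other genes. Under quantile scaling 3 did (Sbno2, Stk11 and Cbarp, against 4.69%), and with TMM factors 5 (all but Cirbp, against 5.42%). Neighboring genes are not independent, and Stk11 and Cbarp overlap and can share reads. An effect of the allele on several neighbors and a response to the genotype cannot be told apart, because every KLG4 animal carries the allele. In tumor cells, RNA of other cell types in the KLG4 libraries may also add to the rise, which was not tested for these genes. In KLG4 MDMs, Sbno2 was at 347.1 and 332.7 RPKM and Stk11 at 203.2 and 176.5 RPKM, above their levels in KLG4 tumor cells.

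Genes that differed in TRMs were not those of the sex chromosomes alone, since 13 of 190 calls with a chromosome were on X or Y. The other 93.2% cannot be told apart from a difference in sex, because both KL libraries were Y-positive and both KLG4 libraries Xist-positive. The upward shift of all genes in KLG4 TRMs went from 0.38 to 4.3e-05 after rescaling to reads outside mitochondrial genes, which is consistent with the larger mitochondrial share of the KL libraries as its cause. Of the 198 calls, 29 were mitochondrial.

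Mitochondrial genes went apart in tumor cells, where mt-Rnr1 (1.79), mt-Nd4 (1.36) and mt-Co1 (0.90) were higher and mt-Co2 (-2.65) was lower in KLG4. The nuclear copies Gm10925 (1.20) and Gm28437 (1.01) were higher. These genes were chosen after their values were seen, and their reads are shared with nuclear copies.

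Ribosomal protein pseudogenes were lower in KLG4 tumor cells. The 60 with a parent gene had a median of -0.83 and their parents -0.40, with a median difference of -0.48, and 39 of 60 were lower than the parent. Of 31 parents, 21 had pseudogenes that were lower by median, which gave a p of 0.071 in an exact two-sided sign test. That test was chosen after the value was seen. Reads passed on from the parents and a separate decrease therefore cannot be told apart. Over all 402 processed pseudogenes in tumor cells the median was -1.01, against 0.31 in TRMs and 0.19 in MDMs.

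MDM libraries held abundant neutrophil transcripts, with S100a9 at 17917, 16080, 21106 and 9379 RPKM in KLG4 replicates 1 and 2 and KL replicates 1 and 2. Of 15 further neutrophil genes, 0 of them on the neutrophil list, 12 were over 4-fold higher in MDMs than in TRMs, with a median ratio of 21.7 and a lowest of 1.05. The tables were normalized separately. Neutrophils among the sorted cells are a candidate explanation, and expression of these genes by the MDMs stays open.

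Of the lists that were lower in KLG4 MDMs, proliferation went from -0.71 to 0.013 without KL replicate 2 and to -1.54 without KL replicate 1. The interferon response list went from -0.38 to -1.26 without KL replicate 2 and to 0.51 without KL replicate 1, so its decrease rested on KL replicate 1. Either KL library left is alone, with no spread, so for both lists an effect of single libraries and one of the genotype cannot be told apart.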
